# Transcriptome dataset of sago palm in peat soil

**DOI:** 10.1016/j.dib.2022.107908

**Published:** 2022-02-03

**Authors:** Wei-Jie Yan, Hasnain Hussain, Hung Hui Chung, Norzainizul Julaihi, Rina Tommy

**Keywords:** Sago palm, *Metroxylon sagu*, RNA sequencing, Transcriptome, Non-trunking

## Abstract

Sago palm (*Metroxylon sagu* Rottb.) is an important agricultural starch-producing palm that contributes to Malaysia's economics, especially in the State of Sarawak, Malaysian Borneo. In this palm tree, the central part of the plant storage-starch. Under normal condition, sago palm develop its trunk after 4-5 years being planted. However, sago palms planted on deep-peat soil failed to develop their trunk even after 17 years of being planted. This phenomenon is known as ‘non-trunking’, which eliminates the economic value of the palms. Numerous research has been done to address the phenomenon, but the molecular mechanisms of sago palm responding toward the responsible stresses are still lacking. Therefore, in this study, leaf samples were collected from trunking (normal) and non-trunking sago palms planted on peat soil for total RNA extraction, followed by next-generation sequencing using the BGISEQ-500 platform. The raw reads were cleaned, and *de novo* assembled using TRINITY software package. A total of 40.11 Gb bases were sequenced from the sago palm leaf samples. The assembled sequence produced 102,447 unigenes, with N50 score 1809 bp and GC ratio of 44.34%. The alignment of unigenes with seven functional databases (NR, NT, GO, KOG, KEGG, SwissProt and InterPro) resulted in the annotation of 65,523 (63.96%) unigenes. Functional annotation results in the detection of 46,335 coding DNA sequences by Transdecoder. A total of 30,039 simple-sequence repeats distributed on 21,676 unigenes were detected using Primer3 software, and 2355 transcription factor coding unigenes were predicted using getorf and hmmseach software. This work is registered under NCBI BioProject PRJNA781491. The raw RNA sequencing data are available in Sequence Read Archive (SRA) database with accession numbers SRX13165895, SRX13165896, SRX13165897, SRX13165898, SRX13165899, and SRX13165900. Gene expression and annotation information are accessible in public functional genomics data repository Gene Expression Omnibus (GEO) with accession number GSE189085.

## Specifications Table

**Table:** 

Subject	Biological sciences; Omics: Transcriptomics
Specific subject area	Trunk development of sago palm under stress
Type of data	Transcriptomics data (raw RNA sequence reads, gene expression and sequence annotation)
How the data were acquired	BGISEQ-500 platform
Data format	Raw: *fastq.gz files Assembly: *Unigene.fa.gz files Processed Data: *gene.fpkm.txt.gz files
Description of data collection	Total RNA was extracted from trunking and non-trunking sago palm (*M. sagu*) leaf tissue, mRNA library preparation and then was sequenced using the BGISEQ-500 platform
Data source location	Dalat Sago Plantation, Mukah, Sarawak, Malaysia GPS location are listed in Table 1)
Data accessibility	Repository name: NCBI's Gene expression omnibus (GEO) Data identification number: GSE189085 Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189085 Repository name: NCBI's Sequence Read Archive (SRA) Sample ID: GSM5694359 (ST1: Trunking Sample 1) Data identification number: SRX13165895 Direct URL to data: https://www.ncbi.nlm.nih.gov/sra/SRX13165895[accn] Repository name: NCBI's Sequence Read Archive (SRA) Sample ID: GSM5694360 (ST4: Trunking Sample 4) Data identification number: SRX13165896 Direct URL to data: https://www.ncbi.nlm.nih.gov/sra/SRX13165896[accn] Repository name: NCBI's Sequence Read Archive (SRA) Sample ID: GSM5694361 (ST5: Trunking Sample 5) Data identification number: SRX13165897 Direct URL to data: https://www.ncbi.nlm.nih.gov/sra/SRX13165897[accn] Repository name: NCBI's Sequence Read Archive (SRA) Sample ID: GSM5694362 (NT7: Trunking Sample 7) Data identification number: SRX13165898 Direct URL to data: https://www.ncbi.nlm.nih.gov/sra/SRX13165898[accn] Repository name: NCBI's Sequence Read Archive (SRA) Sample ID: GSM5694363 (NT8: Trunking Sample 8) Data identification number: SRX13165899
	Direct URL to data: https://www.ncbi.nlm.nih.gov/sra/SRX13165899[accn] Repository name: NCBI's Sequence Read Archive (SRA) Sample ID: GSM5694364 (NT9: Trunking Sample 9) Data identification number: SRX13165900 Direct URL to data: https://www.ncbi.nlm.nih.gov/sra/SRX13165900[accn]

## Value of the Data

• This data is useful for the scientific community as it provides insights into the transcriptome of *M. sagu*.
• This data provides a comprehensive transcriptomic expression using pair-end sequencing with two sets of samples with three biological replicate datasets, each to comprehend gene expression contributing to the non-trunking phenomenon in *M. sagu*.
• Researchers involved with the work related to the omics study of *M. sagu* could also benefit from this data as cross-references information to support their findings.

## 1 Data Description

Sago palm grows through a series of developmental stages, which takes up to twelve years to be ready for the harvest. *M. sagu* generates suckers (soboliferous) every 18 months as the successor of the mother plant, which dies after fruiting (hapaxanth). Mature sago palm yields 15–25 metric tons of air-dried starch per hectare at the end of an 8-year growth cycle under good condition [1]. The advantages of sago palm as a starch-producing crop that grows in peat soil with seasonal waterlogged has triggered the Land Custody and Development Authority Sarawak [2] to initiate the commercial plantation in Mukah, Sarawak in 1987. However, there was the occurrence of non-trunking sago palms even after ten years of cultivation. The non-trunking sago palm reduced starch yield per hectare of land, resulting in the instability of the sago starch market. It reduced the plantation income, consequently restricting the development of sago industries and loss of confidence in this palm by the potential or current sago palm farmers [3].

Numerous studies were performed to address the non-trunking sago palm problem such as soil physicochemical properties [2], soil microbiome [4] and molecular studies [5], [6], [7]. The general outcome of the studies revealed that the mineral deficiency causes the non-trunking in sago palm, but how this deficiency affects sago development remains unanswered. Currently, several research studies of this palm in genomics and proteomics are being conducted. In conjunction with those studies, this study utilises transcriptome analysis to compare the gene expression between the trunking and non-trunking sago palm leaf tissue to highlight the differential expressed genes and their correlation with the non-trunking phenomenon in sago palm.

The information in this article includes the transcriptomics of trunking sago palm (control) and non-trunking sago palm (target of interest) from peat soil. 

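Leaf libraries from 3 trunking sago palms (ST1, ST4 and ST5), which serve as the control, were compared with leaf libraries from 3 non-trunking sago palms (SN7, SN8 and SN9). The values were the expected counts of fragments per Unigene that the authors deposited, rounded to whole numbers. A Unigene is a transcript sequence assembled from the reads, since the reads were not mapped to a genome. The counts were normalized by edgeR's TMM method, and the log2 fold change was taken as non-trunking minus trunking. The filter on low counts (filterByExpr) left 45928 Unigenes for the two-sided quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. In this test 0 Unigenes had an adjusted p under 0.05, and the smallest adjusted p was 0.161. At an unadjusted p under 0.05 there were 4526 Unigenes, or 9.85% of those tested, where 5% would be found with no difference between the groups. Of these, 2492 were higher and 2034 lower in the non-trunking palms. This balance is not firm, since it was 2010 to 1909 with library size alone, 2717 to 3190 without SN8, 3742 to 3949 without the filter and 2266 to 2337 with limma on log2(FPKM + 1). The biological coefficient of variation between palms of one group was 0.497. In 7928 Unigenes (17.3%) the 3 palms of one group all lay above the 3 palms of the other, which chance gives for 10% of Unigenes.

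The count of differentially expressed Unigenes depended on the test. DESeq2's Wald test on the same counts gave 1175 Unigenes with an adjusted p under 0.05, of which 619 were higher and 556 lower in the non-trunking palms. The likelihood ratio test of edgeR, which was added after the data were seen, gave 771. The test of limma on log2(FPKM + 1) gave 4 Unigenes over those with an FPKM of at least 1 in 3 or more libraries, and 59 without that filter. Among the 1175 Unigenes of DESeq2, 976 had also passed edgeR's filter, and in 964 of these (98.8%) the 2 groups of palms did not overlap. DESeq2 and the likelihood ratio test shared 736 Unigenes. Both values come from Unigenes picked by their p in the same counts, so neither is independent support for the calls. In counts simulated at the estimated dispersions with 200 Unigenes changed 4-fold, DESeq2 recovered 108 and made 173 false calls. The likelihood ratio test recovered 103 there and made 106 false calls.

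The Unigene with the smallest p in the quasi-likelihood test was CL591.Contig1_All, whose best Swiss-Prot match is Protein DETOXIFICATION 42 of *Arabidopsis thaliana*. It was named after its values were seen. Its level was 6.51 ± 0.252 CPM (SD, n = 3) in trunking palms and 39.1 ± 7.21 CPM (SD, n = 3) in non-trunking palms. The log2 fold change was 2.58 with a standard error of 0.22 and an adjusted p of 0.161 in edgeR's quasi-likelihood test. Among Unigenes lower in non-trunking palms the smallest p was that of CL823.Contig1_All, matched to Chaperonin 60 subunit beta 4 and also chosen after its values were seen. It stood at 62.9 ± 13.8 CPM (SD, n = 3) in trunking and 9.56 ± 1.95 CPM (SD, n = 3) in non-trunking palms, a log2 fold change of -2.72 with a standard error of 0.27 and an adjusted p of 0.161 from the same edgeR test. In both Unigenes the 3 palms of one group all lay above the 3 of the other. Each is one of 3 contigs of its cluster, so reads may have been divided between near-identical contigs and the values are uncertain to that extent. The paper's text does not name the tool or the threshold of its own comparison.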

The global gene expression between the trunking and non-trunking sago palm was evaluated by differential expressed genes analysis. The files of the transcriptome dataset, which generated from 6 libraries of raw data and 2 sets of processed data, were submitted to Sequence Read Archive (SRA) and Gene Expression Omnibus (GEO) NCBI database.

## 2 Experimental Design, Materials and Methods

### 2.1 Sample collection

Sago palm leaf tissues were used in this study. They were six samples consisting of three biological replicates of 2 phenotypes. 

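From the recorded GPS positions of the palms, the 3 trunking palms stood between 15.4 and 28.4 m from one another, and the 3 non-trunking palms between 8.73 and 23.5 m from one another (great-circle distances). Every trunking palm was between 3.09 and 3.13 km away from every non-trunking palm. No palm of one phenotype stood among palms of the other. The phenotype and the place of collection therefore change together in these samples, and a difference between the phenotypes is also a difference between the places.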

All the samples were collected from Dalat Sago Plantation in Mukah, Sarawak (Table 1). The samples were wiped with a kitchen towel containing 70% ethanol to remove debris. The samples were then stored in containers followed by snap-freeze in liquid nitrogen. The samples were kept in liquid nitrogen before being transferred into a ‒80 °C freezer for long-term storage.

**Table 1:** Samples Global positioning system (GPS).

Morphology	Sample	GPS (WGS84 datum)
Non-Trunking (Target of interest)	SN7	+2° 49′ 40.5″, +111° 50′ 25.8″
	SN8	+2° 49′ 40.7″, +111° 50′ 25.6″
	SN9	+2° 49′ 40.4″, +111° 50′ 26.3″
Trunking (Control)	ST1	+2° 51′ 07.7″, +111° 49′ 35.9″
	ST4	+2° 51′ 08.0″, +111° 49′ 35.5″
	ST5	+2° 51′ 07.8″, +111° 49′ 36.4″

### 2.2 RNA extraction and RNA-seq information

Total RNA of the six samples were extracted using CTAB protocol and sequenced using BGISEQ-500 platform. Trunking and non-trunking sago palm (*M. sagu*) transcriptome were successfully sequenced, and the raw RNA sequence reads were deposited in NCBI's Sequence Read Archive (SRA) database with the accession numbers SRX13165895, SRX13165896, SRX13165897, SRX13165898, SRX13165899, and SRX13165900.

The total RNA samples were subjected to mRNA enrichment before the RNA sequencing. About 40.11 Gb bases raw sequence reads of the six RNA samples were successfully generated using the BGISEQ-500 sequencing platform. The raw reads containing more than 5% unknown *N* base, adaptor-polluted and more than 20% of bases in the total read with a quality score lower than 15 were then cut-off, and the remaining reads are characterised as clean reads. The clean read ratio exceeded 95% with high accuracy reflected by *Q* score Q30 (equivalent to the probability of an incorrect base call of 1 in 1000 times) above 90% of the reads and Q20 (equivalent to the probability of an incorrect base call of 1 in 100 times) above 95% of the reads (Refer Table 2).

**Table 2:** Clean reads quality metrics.

Sample	Total Raw Reads (Mb)	Total Clean Reads (Mb)	Total Clean Bases (Gb)	Clean Reads Q20 (%)	Clean Reads Q30 (%)	Clean Reads Ratio (%)
ST1	69.96	66.82	6.68	97.88	91.45	95.51
ST4	69.96	66.97	6.7	98.09	92.07	95.72
ST5	69.96	66.68	6.67	97.76	91.14	95.31
SN7	69.96	66.66	6.67	98	91.78	95.27
SN8	69.41	66.62	6.66	97.94	91.59	95.99
SN9	69.96	67.33	6.73	97.98	91.63	96.24

Keys; Sample: Sample name

Total Raw Reads(Mb): The reads amount before filtering

Total Clean Reads(Mb): The reads amount after filtering

Total Clean Bases(Gb): The total base amount after filtering

Clean Reads Q20(%): The rate of bases which quality is greater than 20 value in clean reads

Clean Reads Q30(%): The rate of bases which quality is greater than 30 value in clean reads

Clean Reads Ratio(%): The ratio of the amount of clean reads

### 2.3 *De novo* assembly

The clean reads were then *de novo* assembled using trinity software and generated the reference sequence (Table 3). Reference sequences were then undergone abundance screening using TIGR gene indices clustering tools (TGICL) to obtain unique gene (Unigene) sequences (Table 4; Fig. 1).

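The 6 expression files give the length of each Unigene they list, and together they list 99933 different Unigenes. The paper's reported value for all Unigenes is 102447, which is 2514 more. A file lists a Unigene only when its FPKM in that library is at least 0.01. The total length of the listed Unigenes was 101185134 nt and the mean length 1013 nt. The N50, N70 and N90 lengths were 1800, 1117 and 386 nt. The shortest Unigene had 200 nt, the longest 23835 nt, and the median length was 568 nt. Unigenes of at most 300 nt made up 27.1% of the Unigenes but took 0.260% of the expected counts.

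TGICL joins overlapping contigs into clusters, and the names of the Unigenes show the result. A total of 37679 Unigenes belonged to 10629 clusters, and 62254 stood alone. All 6 libraries listed 51572 Unigenes, with a mean length of 1521 nt, while 12090 Unigenes were listed in 1 library only, with a mean length of 357 nt. A set of 643 Unigenes was listed in all 3 trunking libraries and in no other, and 549 were listed in all 3 non-trunking libraries and in no other. The 18 other sets of 3 libraries gave between 94 and 1025 such Unigenes, so neither number stood apart from what arbitrary sets of 3 palms gave.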

**Table 3:** Quality metrics of transcripts.

Sample	Total Number	Total Length	Mean Length	N50	N70	N90	GC(%)
ST1	75730	56765699	749	1334	740	283	45.54
ST4	94989	73822623	777	1447	778	285	44.11
ST5	84578	65560398	775	1430	776	285	44.67
SN7	68068	55890222	821	1472	860	309	45.44
SN8	91100	65484623	718	1303	684	270	44.75
SN9	97205	78047560	802	1503	821	293	43.65

Keys; Sample: Sample name

Total Number: The total number of transcripts

Total Length: The read length of transcripts

Mean Length: The average length of transcripts

N50: The N50 length is used to determine the assembly continuity, the higher the better. N50 is a weighted median statistic that 50% of the total length is contained in Unigenes that are equal to or larger than this value;

N70: Similar to N50

N90: Similar to N50

GC(%): the percentage of G and C bases in all transcripts

**Table 4:** Quality metrics of unigenes.

Sample	Total Number	Total Length	Mean Length	N50	N70	N90	GC(%)
ST1	53270	45270441	849	1409	847	332	45.64
ST4	68390	59838729	874	1522	889	333	44.17
ST5	60537	52810113	872	1506	881	333	44.72
SN7	48542	44955041	926	1542	973	367	45.51
SN8	64137	52366130	816	1390	800	316	44.82
SN9	70377	63341038	900	1570	924	342	43.69
All-Unigene	102447	103410779	1009	1809	1122	382	44.34

Keys; Sample: Sample name

Total Number: The total number of transcripts

Total Length: The read length of transcripts

Mean Length: The average length of transcripts

N50: The N50 length is used to determine the assembly continuity, the higher the better. N50 is a weighted median statistic that 50% of the total length is contained in Unigenes that are equal to or larger than this value;

N70: Similar to N50

N90: Similar to N50

GC(%): the percentage of G and C bases in all transcripts

**Fig. 1:**
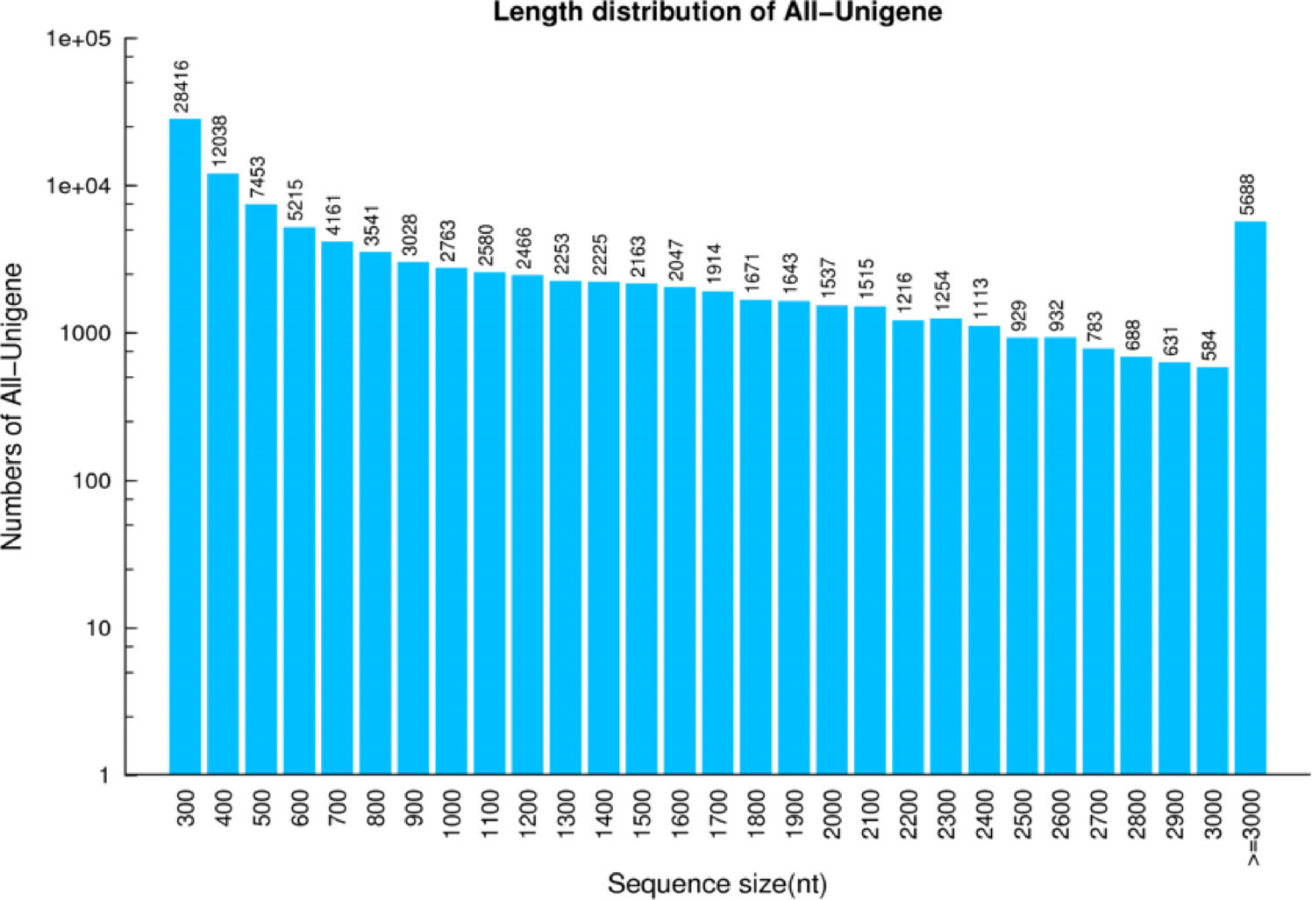
Unigene length distribution. X axis represents the length of Unigenes. Y axis represents the number of unigenes.

### 2.4 Unigene functional annotation

After assembly, the Unigenes were functionally annotated with seven functional databases, namely; NCBI protein database (NR), NCBI nucleotide database (NT), Gene Ontology (GO), Eukaryotic Orthologous Groups of proteins (KOG), Kyoto Encyclopedia of Genes and Genomes (KEGG), Swiss-Prot, a curated protein sequence database of UniProt, and InterPro (Table 5; Fig. 2). 

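Each file carries the best match of every listed Unigene in the databases, and a Unigene was counted as annotated where the entry was not the placeholder NA. Over the listed Unigenes, Nr gave a match for 55370 (55.4%), Nt for 53424 (53.5%), InterPro for 46259 (46.3%), KOG for 44182 (44.2%), KEGG for 43093 (43.1%), SwissProt for 41391 (41.4%) and GO for 14986 (15.0%). All 7 databases gave a match for 7282 Unigenes (7.29%), and at least 1 of them for 64066 (64.1%). The remaining 35867 Unigenes had no match. Their median length was 299 nt, against 1068 nt for the annotated Unigenes. Between 98.1% and 98.9% of the expected counts of each library fell on annotated Unigenes.

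The best Nr match was in the oil palm *Elaeis guineensis* for 25019 Unigenes, or 45.2% of those with an Nr match. It was in the date palm *Phoenix dactylifera* for 18871 Unigenes (34.1%), and the third species, the pineapple *Ananas comosus*, had 684. The names of the Unigenes therefore come mostly from genes of other species.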

Unigene annotation and expression information are deposited in NCBI's Gene Expression Omnibus (GEO) with accession number GSE189085.

**Table 5:** Annotation summary of the Unigenes with the seven databases.

Values	Total	Nr	Nt	SwissProt	KEGG	KOG	InterPro	GO	Intersection	Overall
Number	102,447	56,600	54,530	42,327	44,057	45,181	47,388	15,312	7,421	65,523
Percentage	100%	55.25%	53.23%	41.32%	43.00%	44.10%	46.26%	14.95%	7.24%	63.96%

**Fig. 2:**
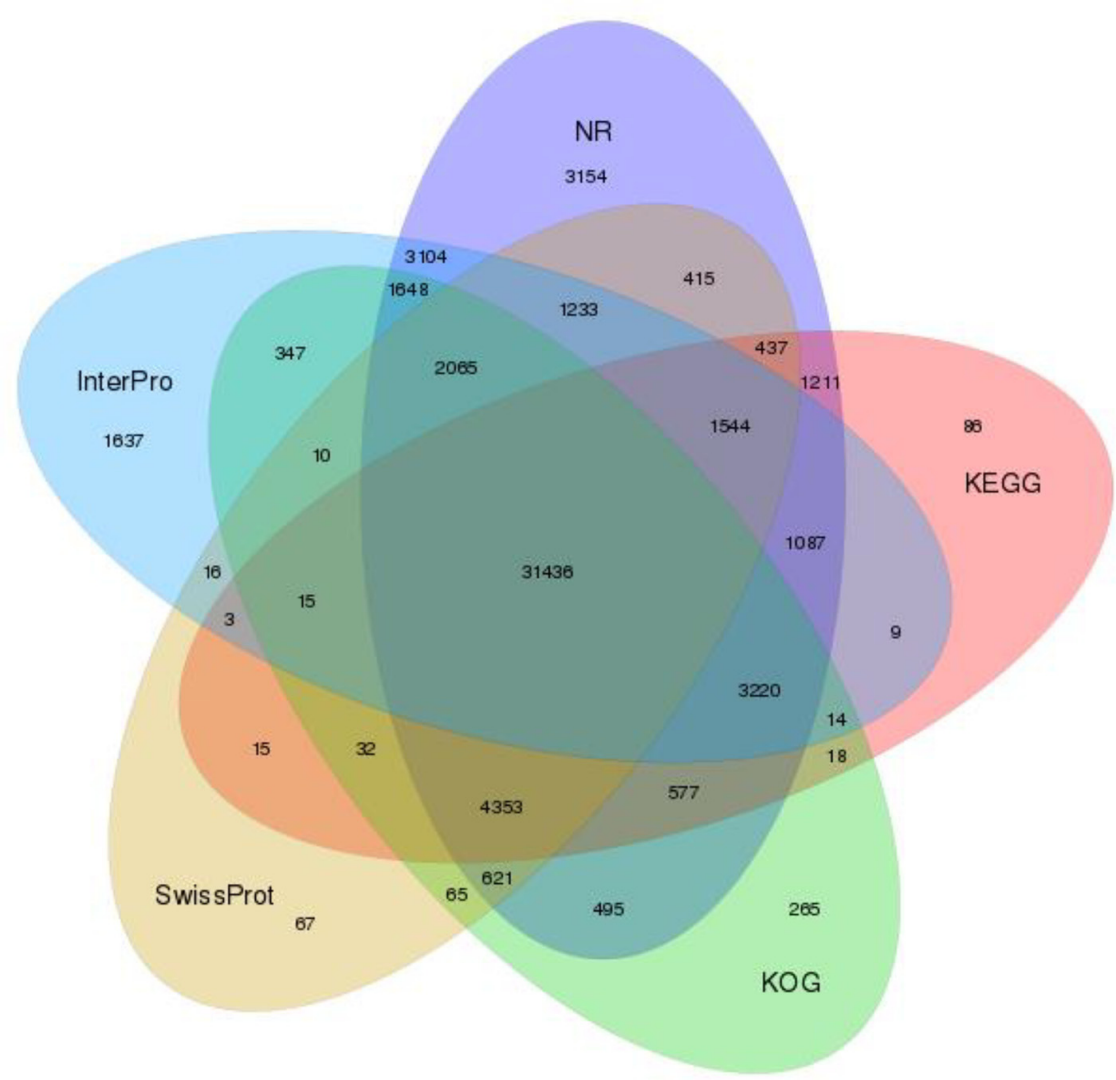
Venn diagram between NR, KOG, KEGG, Swissprot and Interpro.

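Over the listed Unigenes, 57859 had a match in at least 1 of these 5 databases, and 30703 had a match in all 5. A match in a single database was found for 5052 Unigenes. Of these, 3084 had a match in Nr only and 1561 in InterPro only, while KOG, KEGG and SwissProt alone gave 254, 86 and 67 Unigenes.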

### 2.5 Unigene expression

Based on the assembly result, the clean reads of each sample were mapped to the Unigenes with Bowtie2 software and the gene expression level were calculated with RSEM. 

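RNA from the leaf of each of the 6 palms gave 1 library, with 3 biological replicates per phenotype. The phenotypes are those of Table 1, Fig. 3 and the sample labels, while the Specifications Table calls the palms numbered 7, 8 and 9 trunking. For each library the authors deposited the expected count of fragments that RSEM assigned to each Unigene and the FPKM, which divides that count by the length of the Unigene and by the library's total. The counts are not normalized, and need not be whole, since RSEM divides a read that fits several contigs between them. The total expected count was 18272199 in ST1, 17927176 in ST4, 18492907 in ST5, 18323939 in SN7, 17973801 in SN8 and 18116692 in SN9. The groups did not differ in this total (exact permutation test, two-sided, p = 0.8, where 3 palms against 3 allow no p below 0.1). The paper's Table 2 gives between 66.62 M and 67.33 M clean reads per library, which are reads before mapping. All values here use the expected counts on Unigenes. The number of Unigenes listed was 70433, 78795 and 76454 in the trunking libraries ST1, ST4 and ST5, and 66134, 77937 and 76870 in the non-trunking libraries SN7, SN8 and SN9 (exact permutation test, two-sided, p = 0.7).

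The 20 Unigenes with the highest mean count took 7.82%, 8.24% and 5.64% of the counts of ST1, ST4 and ST5, and 10.4%, 8.14% and 8.70% of those of SN7, SN8 and SN9. A difference in such a share lowers or raises the FPKM of all other Unigenes of a library, which the TMM factors correct in the comparison of counts. Those factors were lowest in SN7 (0.824) and highest in SN9 (1.13). SN7 also had the highest share, but the factors did not follow the shares throughout. ST5, with the lowest share, had a factor of 0.992, below that of SN9. The shares of these 20 Unigenes alone therefore do not explain the factors. A Unigene that a file does not list was taken as 0 in that library. No library is a copy of another, since the chi-square of the counts was at least 34.4 times its degrees of freedom for every one of the 15 pairs of libraries.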

Correlation between samples are distinguished in Principal component analysis (PCA) (Fig. 3).

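Pearson's correlation across Unigenes was computed on log2(FPKM + 1) for each pair of libraries. Pairs of the same phenotype had an r between 0.885 and 0.921, with a median of 0.898. Pairs of different phenotypes had an r between 0.866 and 0.916, with a median of 0.885. The ranges overlapped, and ST4 and SN9, which differ in phenotype, had the r of 0.916. Spearman's rho gave medians of 0.772 within and 0.749 between the phenotypes. Unigenes are not independent replicates, so these values have no p of their own. The difference between the median within and between groups was 0.0131 for the real groups, the highest of the 10 ways to split the 6 libraries into 3 and 3.

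Fig. 3 shows values of 1 sign on its first axis, which is the form of the weights (loadings) of libraries taken as variables. The principal components were therefore computed from the correlation matrix of the 6 libraries, on log2(FPKM + 1) of all Unigenes. PC1 held 91.1% of the variance and PC2 held 2.54%. The loadings on PC1 lay between -0.410 and -0.406 in all libraries. On PC2 the trunking libraries ST1, ST4 and ST5 had loadings of 0.425, -0.203 and 0.599, and the non-trunking libraries SN7, SN8 and SN9 had -0.172, -0.0263 and -0.624. The groups overlapped on PC2, because ST4 lay below SN7 and SN8, which makes a gap of -0.176 between the lowest trunking and the highest non-trunking loading. Among the loadings, leaving out a library moved this gap most, to 0.737 without SN9, 0.550 without ST4 and -0.664 without ST1. On FPKM without logarithm, PC1 held 87.7% and PC2 held 6.62%, and the lowest trunking loading (ST4, -0.00716) lay above the highest non-trunking loading (SN8, -0.0335) by 0.0264. On that scale the 20 Unigenes of highest mean FPKM carried 51.6% of the variance of PC2, with 6.34% of the summed FPKM. The paper uses the PCA to distinguish the samples by their correlation, and its text names no scale.

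**Figure D1:**
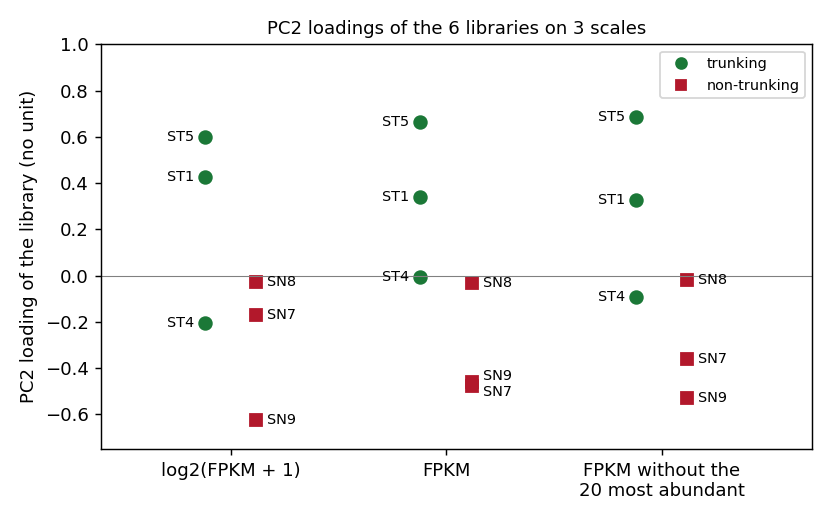
PC2 loadings (no unit) of the 6 libraries, as points, from the correlation matrix on log2(FPKM + 1), on FPKM, and on FPKM without the 20 Unigenes of highest mean FPKM; circles are trunking and squares non-trunking palms. The groups overlap on the first and the third scale and are 0.0264 apart on FPKM.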

Transcriptomic data of two sago phenotypes were completed, with 40.11 Gb bases sequenced, producing annotated Unigenes, and the detection of SSR and transcription factors. The data obtained from this study can be used to understand gene expression contributing to the trunking phenomenon in *M. sagu*.

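For 5 groups of genes, chosen by words in the annotation, a shift of the whole set was tested with camera (limma) at a preset correlation between genes of 0.01 and adjusted over the 5 sets. The set of cellulose and lignin synthesis, with 179 Unigenes, was higher in the non-trunking palms, with a median log2 fold change of 0.31 (adjusted p = 0.000993), and 50 of its Unigenes had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. The set of photosynthesis, with 126 Unigenes, had a median of 0.30 (adjusted p = 0.00239), with 7 such Unigenes. The sets of mineral transport (253 Unigenes, median 0.10, adjusted p = 0.124), heat shock proteins (155 Unigenes, median 0.30, adjusted p = 0.105) and starch metabolism (119 Unigenes, median -0.08, adjusted p = 0.562) did not pass 0.05. The words of the mineral transport set do not reach all carriers of minerals. Unigenes matched to the metal-nicotianamine transporter YSL12 and to a magnesium/proton exchanger, picked after their values were seen, lie outside it. Results for that set therefore cover its words alone, not mineral transport as a whole. Camera compares a set with all other Unigenes. The test fry asks whether the set changes at all, and takes the correlation between genes from the data. Under fry the set of cellulose and lignin synthesis passed 0.05 (adjusted p = 0.00211) and that of photosynthesis did not (adjusted p = 0.595). Since the 2 tests ask different questions, their difference is not due to the correlation alone. Under camera, photosynthesis also did not pass without ST5 or without SN7 (adjusted p = 0.521 and 0.501). The p of camera is not firm with these palms. Of the 10 ways to split the 6 libraries into 3 and 3, 5, the real one included, gave at least 2 sets past 0.05. The highest number in another split was 3.

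Over all Unigenes tested, 0 members of the 5 sets had an adjusted p under 0.05 in edgeR's quasi-likelihood test. Adjusted over the list alone, 22 Unigenes of cellulose and lignin synthesis passed 0.05, of which 20 were higher and 2 lower in non-trunking palms. This count fell to 1 without ST4 and to 9 without SN7, and was between 14 and 16 without each of the other libraries. The 22 came from 13 clusters or single Unigenes, most of them matched to enzymes of lignin synthesis such as cinnamoyl-CoA reductase and cinnamyl alcohol dehydrogenase. The 2 that were lower were contigs of 1 cluster matched to a shikimate O-hydroxycinnamoyltransferase. Adjusted over the list alone, 4 Unigenes of mineral transport passed, all higher in non-trunking palms. They were CL5711.Contig3_All and CL5711.Contig2_All, 2 contigs matched to a boron transporter, the second with a log2 fold change of 3.63, and CL3065.Contig3_All (sulfate transporter 4.1, 1.85) and CL9493.Contig3_All (ammonium transporter 3 member 3, 4.34), named after their values were seen. This count was 1 without ST4 and without ST5, 2 without SN7 and 9 without SN9, and it was 11 with library size alone and 15 with limma on log2(FPKM + 1). In the other 3 sets 0 Unigenes passed in the quasi-likelihood test on all 6 libraries.

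In each set the Unigene with the smallest p is given. For starch metabolism this was CL2061.Contig2_All, an alpha-1,4 glucan phosphorylase, at 8.49 ± 1.27 CPM (SD, n = 3) in trunking and 3.13 ± 0.839 CPM (SD, n = 3) in non-trunking palms, with a log2 fold change of -1.44 (standard error 0.30, adjusted p = 0.232 in edgeR's quasi-likelihood test). For mineral transport it was CL5711.Contig3_All, matched to the probable boron transporter 2, which rose from 3.48 ± 0.954 to 43.6 ± 15.0 CPM (SD), with a log2 fold change of 3.64 (standard error 0.36, edgeR adjusted p = 0.161). CL8093.Contig2_All, matched to cinnamoyl-CoA reductase 1, rose from 1.25 ± 0.615 to 17.2 ± 2.80 CPM (SD), with a log2 fold change of 3.77 (standard error 0.43, edgeR adjusted p = 0.161). CL7281.Contig1_All, matched to chlorophyll a-b binding protein 7, rose from 8.20 ± 3.16 to 19.8 ± 5.24 CPM (SD), with a log2 fold change of 1.27 (standard error 0.35, edgeR adjusted p = 0.337). Unigene29548_All, matched to a class II heat shock protein, was lower in non-trunking palms although its set was not, at 501 ± 88.4 CPM (SD) in trunking and 46.1 ± 40.9 CPM (SD) in non-trunking palms, a log2 fold change of -3.44 (standard error 0.67, edgeR adjusted p = 0.212). In these 5 Unigenes the 3 palms of one group all lay above those of the other. Over all Unigenes tested, DESeq2 and edgeR's likelihood ratio test gave each of them an adjusted p under 0.05, except CL7281.Contig1_All (0.0809 and 0.101). They hold the smallest p of their sets, and the size of their change is not free of that choice. All but Unigene29548_All have other contigs in their cluster, between which reads may have been divided. Leaving out each palm in turn kept the log2 fold change of CL5711.Contig3_All between 3.33 and 3.84 and that of Unigene29548_All between -4.47 and -3.07.

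The 3 Unigenes of highest mean FPKM had changes near or below their standard errors. CL3826.Contig1_All, a small chain of ribulose bisphosphate carboxylase, had an FPKM of 4942 ± 1884 (SD, n = 3) in trunking and 7564 ± 2799 (SD, n = 3) in non-trunking palms, with a log2 fold change of 0.74 (standard error 0.59). CL2754.Contig4_All, matched to ribulose bisphosphate carboxylase/oxygenase activase 1, had a log2 fold change of 0.45 (standard error 0.55). CL5777.Contig3_All, which SwissProt matches to a mannosidase and Nt to a metallothionein-like protein of sago palm, had a log2 fold change of 0.22 (standard error 0.56), and its sign changed without ST5 and without SN7. The paper states that data of this kind can be used to understand the gene expression behind trunking.

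**Figure D2:**
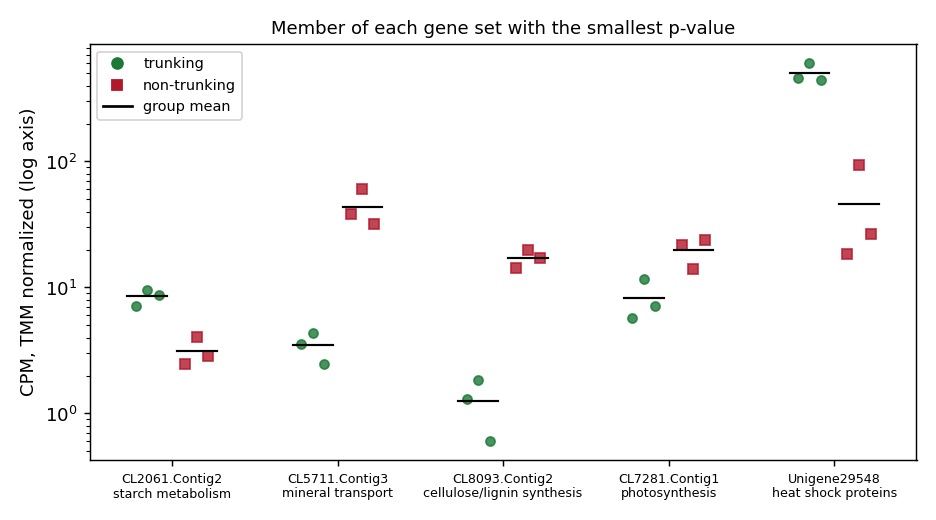
Level in CPM after TMM normalization (log axis) of the Unigene with the smallest p in each of the 5 gene sets, with 1 point per palm and a line at the mean of each group of 3; circles are trunking and squares non-trunking palms. CL5711.Contig3_All rises from a mean of 3.48 to 43.6 CPM, and Unigene29548_All falls from 501 to 46.1 CPM.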

**Fig. 3:**
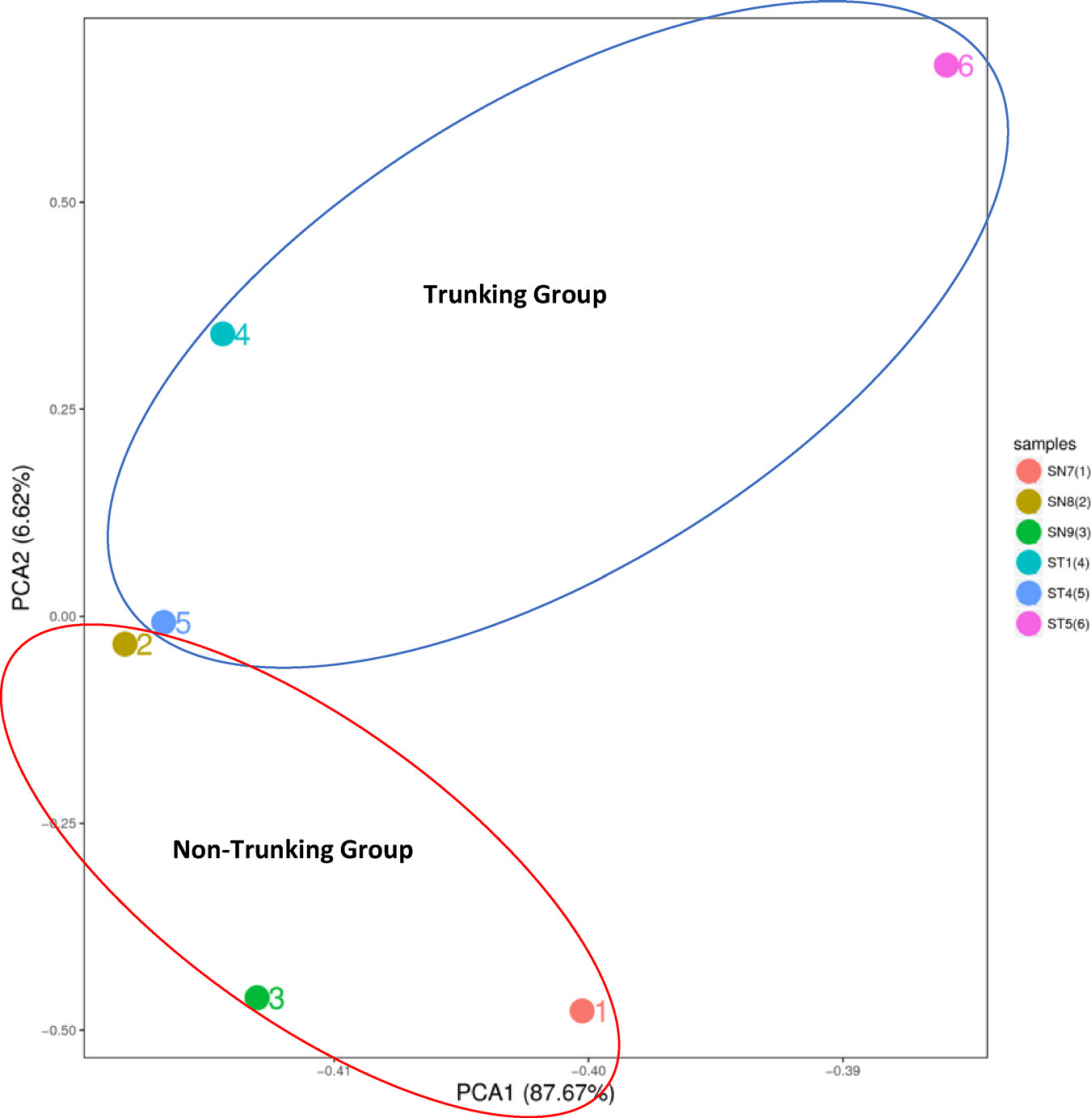
Principal component analysis of the samples gene expressions.

## Ethics Statement

This work does not contain any studies with humans. The original collections of sago palm leaf (*M. sagu*) were made with the direct permission of Dalat Sago Plantation owned by Land Custody and Development Authority (LCDA) Holdings Sdn. Bhd., in the Mukah division. The sago palm leaf samples were not collected from any National Parks or protected wilderness areas. Additionally, the sago palm (*M. sagu*) are not endangered species.

## CRediT authorship contribution statement

**Wei-Jie Yan:** Conceptualization, Methodology, Data curation, Writing – original draft, Visualization. **Hasnain Hussain:** Conceptualization, Funding acquisition, Supervision, Writing – review & editing. **Hung Hui Chung:** Writing – review & editing. **Norzainizul Julaihi:** Funding acquisition, Writing – review & editing. **Rina Tommy:** Funding acquisition, Writing – review & editing.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

How the deposited data were processed for this re-analysis (not part of the article)

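Leaf tissue of 3 trunking and 3 non-trunking sago palms from peat soil was sequenced by the authors on the BGISEQ-500 platform, with 1 library per palm. The authors removed low-quality reads, assembled the clean reads with Trinity, clustered the contigs with TGICL, mapped the clean reads of each library back to the Unigenes with Bowtie2 and computed expression with RSEM. The versions and settings of these tools are not given in the sources used here. For each library the authors deposited, per Unigene, the expected count, which is an estimated count of fragments without normalization, and the FPKM, which RSEM scales by length and library total. The same files hold the length of the Unigene and its best match in 7 databases. Only Unigenes with an FPKM of at least 0.01 in a library are listed for it. A genome was not used here, so the Unigenes have no chromosome position, and their names come mostly from matches in other species. SSR, coding sequences and transcription factors were not analysed here.

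The samples were grouped by the phenotype in Table 1, which the sample labels share. The replicate numbers of the groups are not shared, and no batch is named in the paper or the labels. Each phenotype came from a place of its own, so the phenotype cannot be separated from the place. The libraries hold between 17927176 and 18492907 expected counts each. At this depth counting error is small for abundant Unigenes, and the spread between palms sets the precision. With 3 palms in each group, an exact permutation test cannot give a p below 0.1.

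The 6 files were joined by Unigene with Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6, with a Unigene that is not listed in a library set to 0. Lengths, N50 and annotation counts were computed on the union of the files. Expected counts were rounded to whole numbers and tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment, threshold 0.05). The standard error of a log2 fold change is its size divided by the square root of the F statistic. DESeq2 1.42.0 and limma 3.58.1 on log2(FPKM + 1) were run beside it. An adjusted p that DESeq2 leaves empty was kept empty, which applied to 46984 Unigenes. The principal components were the eigenvectors of the correlation matrix of the libraries on log2(FPKM + 1). Gene sets were tested with camera at a preset correlation of 0.01, and with fry. Permutation tests used SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9.

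The fitting code was tested on simulated data. Counts were drawn for the 45928 Unigenes of the comparison of trunking and non-trunking palms from their means and library sizes, with 200 Unigenes changed. At a dispersion of 0.05 and a change of 4-fold, edgeR's quasi-likelihood test recovered 194 of the 200 with 13 false calls. At the dispersion estimated for each Unigene and the same change, it recovered 0, the likelihood ratio test of edgeR 103 with 106 false calls, DESeq2 108 with 173 false calls and limma 10 with 4 false calls.

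The rule for named Unigenes, the words that define the gene sets and most alternatives were set before the data were examined. The rule named up to 5 Unigenes with the largest positive and 5 with the largest negative change among those past the threshold, of which there were 0, the Unigene with the smallest p in each of 5 gene sets, and the 3 Unigenes of highest mean FPKM. Others were chosen after their values were seen, and the text says so where it names them. The alternatives concerned the scaling, the filters, the test, the threshold, the Unigenes tested, the pseudocount, the scale of the principal components and the set test, and each library was left out in turn. Summing counts per cluster, the likelihood ratio test and the robust fit of edgeR, the principal components without the 20 Unigenes of highest mean FPKM, and an Nr E-value limit of 1e-20 were added after the data were seen. The best Nr match of each Unigene was assigned to a class of organisms through its genus, by a table of 320 genera, and 57 Unigenes with an Nr match had no class. Lists of clock genes (dawn, dusk, afternoon and second dawn) were taken by SwissProt entry and compared with 10000 random lists matched on mean CPM.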

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

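The sets below are a signal in genes that the paper does not discuss. For both, library size alone, fry and the fits without single libraries were set beforehand as alternatives, but their use as tests of an explanation, and the test on the place, were chosen after the result was seen, and the sums per cluster were added after the data were seen.

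The set of cellulose and lignin synthesis was higher in the non-trunking palms than in the trunking controls, with a median log2 fold change of 0.31 over its 179 Unigenes. The factor that TMM adds to the library size is not its whole cause, since with library size alone the median of the set was 0.29 and that of all Unigenes -0.03. The adjusted p of camera (0.000266 with library size alone) hardly responds to a factor that moves all Unigenes alike and does not bear on this. A single library does not account for the adjusted p of camera, which was at most 0.0255 with 1 library left out, or for the sign of the median, which was above 0 in each of these 6 fits. The mean log2 fold change of the set was less firm. It was 0.45 with all libraries, 0.30 without ST4, 0.22 without SN7, 0.18 without SN9 and -0.06 without SN8, over sets that also gained Unigenes in these fits. With fry, which keeps the correlation between genes, the adjusted p was 0.00211. That test asks whether the set changes at all, and camera whether it changes more than other Unigenes. It therefore leaves open how far correlation lowered the p of camera. With counts summed per cluster of contigs, which removes the division of reads between contigs, the adjusted p of camera was 0.0084 with a median of 0.24 over 95 clusters. Over all settings the adjusted p ranged from 2.41e-05 on log2(FPKM + 1) to 0.0255 without SN8. The place of collection cannot be told apart from the phenotype, since palms of different groups stood at least 3.09 km apart. Chance cannot be excluded as the origin of the number of sets past 0.05, since 5 of the 10 ways to split the 6 libraries into 3 and 3 gave at least the 2 sets of the real split. The p of this set itself was not compared over the splits. A difference in wall synthesis between leaves of the 2 phenotypes is a hypothesis that these tests leave open, as is an effect of the place.

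The set of photosynthesis was also higher in the non-trunking palms than in the controls, with a median log2 fold change of 0.30 over 126 Unigenes. With library size alone the median was 0.21, so the TMM factor accounts for a part of it and not for the whole. The adjusted p with library size alone, 0.00287, does not bear on this. The division of reads between contigs does not account for it, with an adjusted p of 0.0084 with counts summed per cluster. Single libraries may carry it. The adjusted p rose to 0.521 without ST5 and to 0.501 without SN7, and the median fell from 0.30 to 0.14 and to 0.07 in these fits. Genes that vary together from palm to palm may also produce it, since fry gave an adjusted p of 0.595. Over all settings the adjusted p ranged from 3.06e-06 without SN8 to 0.595. The place, at 3.09 km, cannot be told apart from the phenotype here either. No biological reading is favoured for this set.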

How the results depend on the processing

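The alternatives chosen after seeing the data were the likelihood ratio test, the robust fit, the sums per cluster, the PCA without the 20 most abundant Unigenes and the E-value limit. No paired analysis was possible because the groups share no replicate number.

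The count of 0 differentially expressed Unigenes in edgeR's quasi-likelihood test held with other scalings and filters, with green plant Unigenes, with Unigenes of at least 500 nt, without the 20 most abundant Unigenes, with the robust fit, with sums per cluster and with each library left out (0 to 0 calls). The stricter thresholds, applied to the same test, can give no other count and say nothing about it. It also held for limma on log2(FPKM + 0.1). DESeq2 called 1175, limma on log2(FPKM + 1) called 4 and without a filter 59, and the likelihood ratio test called 771. The 4 were CL8115.Contig1_All (a transporter of the NRT1/PTR family, log2 fold change 2.64 in edgeR), CL8556.Contig2_All (heat stress transcription factor C-1a, -5.38), Unigene7770_All (auxin-responsive protein SAUR36, -5.55) and CL6643.Contig2_All (an uncharacterized protein, -7.10), named after their values were seen. CL6643.Contig2_All and Unigene7770_All are at 0 in 1 or more non-trunking libraries, so their fitted values depend on the prior count and are no bound. Unigenes at an unadjusted p under 0.05 numbered 3275 (without ST5) to 5907 (without SN8) with a library left out and 2817 (sums per cluster) to 7691 (no filter) in the other settings. The median log2 fold change of all Unigenes was 0.02 with TMM, 0.02 with the size factors of DESeq2 and -0.03 with library size alone. In simulated data with the estimated dispersions the quasi-likelihood test recovered none of the changes of 4-fold, while the likelihood ratio test and DESeq2 also made false calls, so neither 0 nor 1175 can be taken as the number of changed Unigenes. For changes of 4-fold this limit depends on the spread between palms, since a fixed dispersion of 0.05 at the same depth gave 194 of 200, and on the test, since the likelihood ratio test recovered 103, DESeq2 108 and limma 10 at the estimated dispersions. For changes of 2-fold the quasi-likelihood test recovered 48 of 200 at that dispersion and 0 at the estimated ones, and depth and spread were not separated.

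PC1 held 87.7% and PC2 6.62% of the variance on FPKM without logarithm, 74.4% and 6.54% on log2(FPKM + 0.01), 89.8% and 3.35% over Unigenes with an FPKM of at least 1 in 3 or more libraries, 28.0% and 24.5% with libraries as observations, and 85.3% and 6.08% on FPKM without the 20 most abundant Unigenes. With a library left out PC1 held 91.2 to 91.5% and PC2 2.62 to 3.15%. The groups, which overlap by a gap of -0.176 on PC2, were apart on FPKM without logarithm (0.0264) and with libraries as observations (20.8, on the scale of scores), and from -0.664 to 0.737 with a library left out. They were apart without ST4 (0.550) and without SN9 (0.737). The change with the scale is taken up under the other observations, and for the other settings the cause was not tested.

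Of the gene sets, 2 passed an adjusted p of 0.05, against 1 under fry and 1 to 4 with a library left out (1 without ST5 and without SN7, 4 without SN9). Cellulose and lignin synthesis passed in every setting, with 9.85e-05 to 0.0255 over the libraries left out. Photosynthesis did not pass under fry (0.595) and ranged from 3.06e-06 to 0.521 with a library left out, past the threshold except without ST5 (0.521) and without SN7 (0.501). Heat shock proteins passed with library size alone (0.0476) and on log2(FPKM + 1) (0.0321), and ranged from 0.000443 (without ST1) to 0.899 (without ST4) with a library left out. They also passed without SN9 (0.00147), and their direction was reversed without ST4 and without SN7 (0.501). With a library left out, mineral transport ranged from 0.0425 (without SN9) to 0.530, and starch metabolism from 0.501 to 0.899, with its direction reversed without SN8 (0.562). On log2(FPKM + 1) starch metabolism had 0.465. The mean log2 fold change and the direction of camera differed in sign without SN8 for cellulose and lignin synthesis (mean -0.06) and mineral transport (-0.01), without ST4 for heat shock proteins (0.05, with a median of 0.10), and for starch metabolism without ST1 (0.12), ST4 (0.14) and ST5 (0.09, with a median of 0.06) and with sums per cluster (0.02). The cause was not tested.

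Of 22 named Unigenes 21 kept their sign in every setting that tested them. CL5777.Contig3_All ranged from -0.20 to 0.42 with a library left out, below 0 without ST5 (-0.04) and without SN7 (-0.20). Counting every non-empty entry as annotated gave 99933 Unigenes in place of 64066, because the placeholder NA fills the empty entries. The mean number of Unigenes detected per library, 74437, was 45872 at an expected count of at least 10 and 46042 at an FPKM of at least 1. The difference between the groups in the share matched outside green plants stayed below 0 in all 9 settings. Its size changed, from -0.133 as a share of summed FPKM to -0.0253 without SN9. The exact permutation test cannot give a p below 0.1 with these group sizes. It could therefore pass 0.05 in no setting, and this says nothing about the difference.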

Differences from the paper's values

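The share of variance of PC2 was 2.54%, and the paper shows about 6.6% in Fig. 3. Of the alternatives set before the data were examined, FPKM without logarithm (6.62%) and log2(FPKM + 0.01) (6.54%) fall within the paper's value. The others do not: Unigenes with an FPKM of at least 1 in 3 or more libraries (3.35%), all Unigenes of the files (2.54%), libraries as observations (24.5%), the covariance matrix (2.52%) and each library left out (2.62 to 3.15%). On FPKM without logarithm the shares of PC1 (87.7%) and PC2 (6.62%) match the numbers printed on the axes of Fig. 3. The paper states no scale. FPKM without logarithm and without the 20 most abundant Unigenes, chosen after seeing the values, gives 6.08%.

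The depth is stated in another quantity. The paper's values are clean reads before mapping, and the values computed here are expected counts of fragments on Unigenes. The paper describes pair-end sequencing, in which a fragment gives 2 reads, and its text does not say whether Table 2 counts both reads of a pair, so the values are not on 1 scale. The paper's value in M (Mb in the heading of Table 2) is 66.82 for ST1, 66.97 for ST4, 66.68 for ST5, 66.66 for SN7, 66.62 for SN8 and 67.33 for SN9. The expected counts in M are 18.3 for ST1, 17.9 for ST4, 18.5 for ST5, 18.3 for SN7, 18.0 for SN8 and 18.1 for SN9. No alternative applies to these totals.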

Other observations

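The tests on the dawn and dusk lists, on library size, phenotype, matched land-plant Unigenes and yeast matches, and the count of splits for edgeR were chosen after the result was seen, and the sums per cluster, the PCA without the most abundant Unigenes and the E-value limit were added after the data were seen.

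Unigenes annotated as parts of the circadian clock differed between the groups. From each cluster the contig of highest mean CPM was taken. The dawn list (LHY, LNK and REVEILLE proteins) had a median log2 fold change of 1.23 over 13 clusters or single Unigenes, 11 of them higher in non-trunking palms, while 95% of random lists of that size lay between -0.30 and 0.38. The dusk list (GIGANTEA and PRR1) had a median of -1.95 over 9, against -0.33 to 0.46 in random lists. The afternoon list had a median of -1.51 over 3, all lower in non-trunking palms, at the percentile 0.09 of its random lists. A second dawn list of cyclic dof factors had a median of 0.31 over 5, at the percentile 85.15, which decides nothing. The Unigenes named from these lists were chosen after their values were seen. The largest change in the afternoon list was that of Unigene879_All (Adagio-like protein 3), at 604, 808 and 700 CPM in ST1, ST4 and ST5 and 8.92, 76.0 and 24.3 CPM in SN7, SN8 and SN9. LHY (CL1173.Contig7_All) had a log2 fold change of 1.33. Of the 13 dawn entries 6 are matched to LNK1, of the 9 dusk entries 8 to GIGANTEA and of the 3 afternoon entries 2 to PRR95, and those of one name may be pieces of 1 transcript. The random lists were drawn from separate clusters. Where entries are pieces of 1 transcript, the random ranges are too narrow and the percentiles overstate the difference. The most abundant dawn entry (CL896.Contig4_All, matched to LNK2) fell by 0.44 on the log2 scale. The most abundant dusk entry (CL1291.Contig3_All, GIGANTEA) fell by 0.40 only, while PRR1 (CL5586.Contig6_All) moved the other way, by 0.43. Over all Unigenes of the lists, without the choice of 1 contig per cluster, the medians were nearer to 0, at 0.82 over 47 for dawn, -0.40 over 19 for dusk, -0.32 over 7 for the afternoon and 0.29 over 13 for the second dawn list, and were not set against random lists. None of the contigs taken passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, where the smallest was 0.161. Unigene879_All passed in edgeR's likelihood ratio test (6.26e-05) and in DESeq2 (2.27e-07). The medians of the first 3 lists kept their sign under TMM, the size factors of DESeq2, library size alone, DESeq2 and each library left out. A light-regulated protein (CL7526.Contig1_All, chosen after its values were seen) stood at 3375 ± 270 CPM (SD, n = 3) in trunking and 180 ± 179 CPM (SD, n = 3) in non-trunking palms. As a hypothesis, the leaves of the 2 places may have been taken at different times of day, the trunking palms later, which would move many genes without a link to trunking. The paper's text gives no time of collection. Time, place and phenotype change together in these samples, and a change of the clock with the phenotype stays open.

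The separation of the groups on PC2 on FPKM without logarithm may rest on few Unigenes. Without the 20 Unigenes of highest mean FPKM the groups overlapped, with a gap of -0.0758. The largest part of the variance of PC2, 12.7%, came from CL10555.Contig3_All (alpha-terpineol synthase), with an FPKM of 1672, 2207 and 113 in ST1, ST4 and ST5 and 5257, 3572 and 4331 in SN7, SN8 and SN9. CL7526.Contig1_All and CL3826.Contig1_All followed with 11.1% each.

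Division of reads between contigs of a cluster was weighed as a reason for the absence of calls in edgeR's quasi-likelihood test. With counts summed per cluster 0 clusters were called, and the smallest adjusted p moved from 0.161 to 0.0563, so the test leaves this open. Over the 10 splits of the libraries into 3 and 3, this test called 0 Unigenes in all 10, so its count separates no split from another. DESeq2 called 1175 in the real split and 35 to 541 in the others, so 1 of 10 splits, the real one, reached that count. At an unadjusted p under 0.05 edgeR gave 4526 in the real split and 715 to 3419 in the others. With 10 splits chance cannot be excluded at 0.05.

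Some Unigenes have their best Nr match outside green plants, mostly in red algae, oomycetes and other stramenopiles. They held 0.439 ± 0.0604% of the counts (SD, n = 3) in trunking and 0.362 ± 0.0952% (SD, n = 3) in non-trunking palms, a difference of -0.0776 (exact permutation test, two-sided, p = 0.3, where no p below 0.1 can be had). With a library left out the difference lay between -0.118 (without SN8) and -0.0253 (without SN9), and with an E-value of at most 1e-20 it was -0.0346. The number of such Unigenes with an expected count of at least 1 differed more, with 1199, 1080 and 1218 in ST1, ST4 and ST5 and 422, 1404 and 472 in SN7, SN8 and SN9, a ratio of 3.33 between the highest and the lowest. Library size does not account for this, since the totals differ by a ratio of 1.03. Rare Unigenes of any kind do not either. Land-plant Unigenes matched on length and mean FPKM numbered 1144 to 1271 in SN7 and 1300 to 1427 in SN9 over 1000 draws, and across all libraries they differed by a ratio of at most 1.35. The phenotype alone would lower all 3 non-trunking palms, and SN8 had 1404, but a single palm does not exclude it. Unigenes without an Nr match whose KOG match is in yeast, a match from another database, were fewest in the same palms, with 201, 176 and 177 in ST1, ST4 and ST5 and 26, 277 and 40 in SN7, SN8 and SN9. With all Unigenes whose KOG match is in budding yeast, the form in which this test was first made, the numbers were 952, 891 and 971 in ST1, ST4 and ST5 and 285, 1186 and 353 in SN7, SN8 and SN9. RNA of other organisms on or in the leaves is a candidate explanation for the number of such Unigenes detected. The share of counts did not follow that number. It was 0.489%, 0.372% and 0.457% in ST1, ST4 and ST5 and 0.385%, 0.443% and 0.257% in SN7, SN8 and SN9, so SN7, with 422 such Unigenes, held more than ST4, with 1080. Unigenes matched to red algae held 0.228% of the counts in SN7 and 0.234% in both ST1 and ST5, while those matched to oomycetes held 0.00361% in SN7, 0.0574% in ST1 and 0.0306% in ST5. What the abundant Unigenes with such matches are was not tested.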
